# Dietary Selenium Levels Affect Selenoprotein Expression and Support the Interferon-γ and IL-6 Immune Response Pathways in Mice

**DOI:** 10.3390/nu7085297

**Published:** 2015-08-06

**Authors:** Petra A. Tsuji, Bradley A. Carlson, Christine B. Anderson, Harold E. Seifried, Dolph L. Hatfield, Michael T. Howard

**Keywords:** IL-6, interferon-γ, ribosome profiling, selenium, selenocysteine, selenoprotein

## Abstract

Selenium is an essential element that is required to support a number of cellular functions and biochemical pathways. The objective of this study was to examine the effects of reduced dietary selenium levels on gene expression to assess changes in expression of non-selenoprotein genes that may contribute to the physiological consequences of selenium deficiency. Mice were fed diets that were either deficient in selenium or supplemented with selenium in the form of sodium selenite for six weeks. Differences in liver mRNA expression and translation were measured using a combination of ribosome profiling, RNA-Seq, microarrays, and qPCR. Expression levels and translation of mRNAs encoding stress-related selenoproteins were shown to be up-regulated by increased selenium status, as were genes involved in inflammation and response to interferon-γ. Changes in serum cytokine levels were measured which confirmed that interferon-γ, as well as IL-6, were increased in selenium adequate mice. Finally, microarray and qPCR analysis of lung tissue demonstrated that the selenium effects on immune function are not limited to liver. These data are consistent with previous reports indicating that adequate selenium levels can support beneficial immune responses, and further identify the IL-6 and interferon-γ pathways as being responsive to dietary selenium intake.

## 1. Introduction

Selenium (Se) is an essential trace element that is attained through consumption of a wide variety of dietary components [1]. While cases of toxicity or extreme deficiency are rare in humans, less overt changes in dietary Se levels have been shown to significantly affect human health [2,3]. The effects ascribed to marginal changes in dietary Se are multifaceted and include supporting cardiovascular health, thyroid hormone metabolism, inflammation and immune function, as well as protection against neurodegeneration, cancer, and viral infection.

Se is incorporated into selenoproteins in the form of the amino acid selenocysteine (Sec), and the biological effects of Se are exerted primarily through the function of different selenoproteins. Defined by the incorporation of Sec and broadly classified as antioxidants, selenoproteins exhibit tissue and cell-specific expression patterns, act on a variety of substrates, and have multiple functions [3]. Among these are control of the cellular redox state and protection from oxidative damage and stress. Selenoproteins also have roles in thyroid hormone metabolism [4], intracellular Ca^++^ mobilization [5,6,7], protein folding [8], Se transport [9], and they can even catalyze intermediates in the synthesis of Sec [10,11].

The incorporation of Se into selenoproteins occurs through a complex Sec biosynthesis pathway in which this amino acid is synthesized on a dedicated tRNA (tRNA^[Ser]Sec^) [11]. The Sec moiety is then transferred to the nascent selenoprotein from Sec-tRNA^[Ser]Sec^ by decoding a UGA codon within the selenoprotein mRNA [12,13]. Se status impacts the efficiency of Sec biosynthesis [14], Um34 methylation of Sec-tRNA^[Ser]Sec^ [15,16], redefinition of the UGA codon for Sec incorporation [17], and the abundance of selenoprotein mRNA [17,18,19,20]. Under conditions of moderate Se-deficiency, it has been shown that nonessential selenoproteins involved in stress-related processes (e.g., glutathione peroxidase (Gpx) 1 and selenoprotein W (Sepw1)) are preferentially lost, whereas expression of the essential housekeeping selenoproteins (e.g., Gpx4 and thioredoxin reductase (Txnrd) 1) is preserved [21,22,23,24]. Likewise, available Se is not equally supplied to all tissues [25,26]. Under conditions of Se-deficiency, brain, testes and thyroid maintain near normal Se levels, whereas other tissues, such as liver, lung and those of the immune system, exhibit a significant decline in Se and selenoprotein synthesis.

The consequences on human health may vary greatly depending on the specific biochemical, cellular, and tissue functions that are most affected by the loss of selenoproteins in combination with interacting environmental factors such as exposure to chemical insult or viral infection. For example, several studies have found an association between Se-deficiency and an increased susceptibility to viral infection and progression of pathogenesis [27]. Studies into the mechanism by which coxsackie-viral infection, the purported etiological agent of Keshan’s disease, which is affected by Se-deficiency, suggest that the resulting changes in oxidative stress levels, and perhaps the host immune response, allow for the selection of viruses with more virulent phenotypes [28,29]. Se-deficiency has also been shown to increase the pathology of influenza viral infections in animal models [30,31], and a rare study in humans revealed that Se supplements increased the cellular immune response to poliovirus vaccination through increased production of cytokines, T-cell proliferation, and more rapid viral clearance [32].

Multiple experimental studies in animal models have revealed that Se-deficiency impairs immune response to infection, cancer, and other stimuli. Examples include a reduction in CD4+ T-cell response in Se-deficient mice challenged with a peptide/adjuvant [33], increased tumor growth and spread in a mouse model of breast cancer [34], enhanced type I allergic response in a mouse model of active cutaneous anaphylaxis [35], and increased immunotoxicity resulting from arsenic exposure [36]. In each case, the levels of interferon-γ and other cytokines were reduced in Se-deficient mice. Additional studies in mouse knockouts have demonstrated that the selenoproteome [37,38,39], as well as individual selenoproteins such as Selk [7] and Sep15 [40], appear to play direct roles in supporting immune function. While additional research is needed, the important roles that selenoproteins play in regulating cellular oxidation states, catalyzing redox reactions with protein and chemical substrates, Ca^++^ signaling, protein folding, and the downstream effects of these functions will likely be identified as the molecular mechanisms to explain the importance of dietary Se in supporting the immune systems [41], as well as other health-related physiological functions.

To fully understand the health effects of Se, it is important to identify both the changes in selenoprotein expression levels as well as changes to downstream targets that contribute to the health consequences of Se-deficiency. In this study, we have applied microarrays, RNA-Seq, qPCR, and ribosome profiling to examine the genome-wide consequences of Se-deficiency in mice. As expected from previous studies, RNA-Seq and microarray analysis identified a subset of selenoprotein genes (e.g., *Gpx1*, selenoprotein H (*Selh*), *Sepw1* and selenoprotein P (*Sepp1*)) in which mRNA abundance was significantly reduced, while the expression of other essential selenoproteins (e.g., *Gpx4*, selenophosphate synthetase 2 (*Sephs2*), and *Txnrd1*) was preserved. Ribosome profiling further indicated that translation of non-essential selenoprotein mRNAs, and particularly Sec incorporation efficiency, was also significantly affected by the availability of Se. Pathway and gene ontology analysis of genes showing increased expression in the liver and lung of Se-replete mice identified a number of inflammation-related genes that are regulated by interferon-γ. This result was confirmed by serum cytokine analyses, which showed that Se-replete mice have increased levels of circulating interleukin (IL)-6 and interferon-γ.

Although excessive releases of IL-6 and interferon-γ have been associated with inflammatory and autoimmune diseases, moderate increases of these cytokines, which are known for both their pro-inflammatory and anti-inflammatory properties, play a pivotal role in host defense through the ability to activate macrophage cell functions with important implications in health and disease states [42]. Thus, our results support previous studies suggesting that adequate Se levels are required to support a healthy and robust immune response; much of it may be mediated by interferon-γ-regulation.

## 2. Experimental Section

### 2.1. Accession Codes

Microarray and ribosome profiling data are accessible through the Gene Expression Omnibus database, accession #GSE70160 [43].

### 2.2. Materials

TRIzol reagent was purchased from Invitrogen (Carlsbad, CA, USA), iScript cDNA Synthesis kit and SYBR Green Supermix from Bio-Rad Laboratories (Hercules, CA, USA). Real-time qPCR primers were from Sigma-Genosys (St. Louis, MO, USA). Se-deficient (0 ppm sodium selenite; TD.04484) and Se-supplemented diets (0.1 ppm sodium selenite; TD.10645) were obtained from Harlan-Teklad Laboratories, Inc. (Madison, WI, USA). RNase I and RNase Inhibitor were obtained from Invitrogen/Thermo Fisher Scientific (Waltham, MA, USA). Antarctic Phosphatase was obtained from New England Biolabs (Ipswich, MA, USA). The TruSeq Small RNA Sample Prep Kit, TruSeq Stranded Total RNA Sample Preparation Kit, and Ribo-Zero Human/Mouse/Rat were obtained from Illumina (San Diego, CA, USA). Other reagents were of the highest commercially-available quality.

### 2.3. Mice, Diets, Tissue Preparations and Selenium Concentrations

This study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The protocol was approved by the NCI-Bethesda Animal Care and Use Committee at the National Institutes of Health (permit number for this study is BRL-002). Upon weaning, three week-old male wild-type mice in a FVB/N background were given Se-deficient diets supplemented with 0 ppm or 0.1 ppm Se (sodium selenite) and maintained on the diets for 6 weeks prior to euthanasia via CO_2_ asphyxiation. Livers and lungs were rapidly excised, washed in PBS and immediately frozen in liquid nitrogen. Selenium concentrations in the torula yeast-based diets yeast-based diets given to animals were determined fluorometrically by the South Dakota Agricultural Laboratories (Brookings, SD, USA). Selenium concentrations were also determined in liver, lung and plasma tissues (*N* = 3 for each tissue) by this laboratory.

### 2.4. mRNA Analysis from Mouse Liver and Lung Tissue

Total RNA was isolated from tissues using TRIzol reagent following the manufacturer’s recommendation. 500 ng of total RNA were reverse transcribed using iScript cDNA synthesis kit. qPCR was performed in triplicate using iTaq Universal SYBR Green Supermix according to the manufacturer’s instructions. Primer sequences used are shown in Table S1.

### 2.5. Microarray Analysis

Total mRNA was isolated from mouse liver and lung tissues with the phenol-chloroform extraction method using TRIzol. Microarray analysis was performed on Affymetrix (Cleveland, OH, USA) Mouse 430_2.0A gene chips. Three arrays were analyzed from three different mRNA samples per Se diet. The MAS5 statistical algorithm, which normalizes each array independently and sequentially, was used for background and noise correction in the conversion of probe level to gene expression data, and absent calls were excluded from analysis. Mice on deficient dietary Se and controls (adequate Se diet) were compared by *t*-test.

### 2.6. Ribosomal Profiling

Livers were rapidly excised, and frozen in liquid nitrogen. Approximately 100 mg of tissue were pulverized by rapid agitation in a Mini-Beadbeater-8 (Biospec Products Inc., Bartlesville, OK, USA) in 1.5 mL pre-chilled lysis buffer (10 mM Tris-Cl (pH 7.5), 300 mM KCl, 10 mM MgCl_2_, 200 μg/mL cycloheximide (Sigma-Aldrich, MO, USA), 1 mM DTT, and 1% Triton X-100). 1 mL of crude lysate was incubated with 500 units of RNase I for 30 min at 25 °C. Monosomes were isolated by centrifugation through a sucrose cushion at 48,000 RPM (100,000 max. rcf) for 3 h in a TL100 ultracentrifuge. Ribonuclease-resistant RNA fragments were isolated from the pellet by TRIzol extraction and electrophoresis on a 15% polyacrylamide, 8 M urea gel. The region of the gel containing ~26–36 nt size RNA fragments was excised, and RNA isolated by passive elution prior to library construction.

Gel purified ribosome footprints were treated with 5 units of Antarctic Phosphatase in the presence of 40 units of RNase inhibitor for 30 min at 37 °C followed by 5 min at 65 °C to deactivate the enzyme. Small RNA sequencing libraries were constructed using the Illumina TruSeq Small RNA Sample Prep Kit (Illumina, San Diego, CA, USA) according to the manufacturer’s instructions. Following limited PCR amplification (11 cycles), the PCR-amplified library was resolved on a 6% Novex TBE PAGE gel (Invitrogen/Thermo Fisher Scientific, Grand Island, NY, USA) and a gel fragment representing the size range expected for ligation of ribosome footprints was excised from the gel. Small RNA library molecules were eluted by soaking the crushed gel fragment overnight in ultra-pure water at room temperature. Libraries were subjected to 50 cycle single-end sequencing on an Illumina HiSeq 2000 Instrument.

### 2.7. RNA-Sequencing Analysis (RNA-Seq)

Livers were rapidly excised, and frozen in liquid nitrogen. Approximately 100 mg of tissue were pulverized under liquid nitrogen by mortar and pestle. While still frozen, 2 mL of TRIzol were added and total RNA isolated according to the manufacturer’s instructions. Library construction was performed using the Illumina TruSeq Stranded Total RNA Sample Preparation Kit with Ribo-Zero Human/Mouse/Rat (Illumina, San Diego, CA, USA). Briefly, ribosomal RNA was removed from total RNA samples using biotinylated Ribo-Zero oligos attached to magnetic beads. Following purification, the rRNA-depleted sample was fragmented and primed with random hexamers. First strand reverse transcription was accomplished using Superscript II Reverse Transcriptase (Invitrogen/Thermo Fisher Scientific, Grand Island, NY, USA). Second strand cDNA synthesis was accomplished using DNA polymerase I and RNase H under conditions in which dUTP is substituted for dTTP. An A-base was added to the blunt ends and ligated to adapters containing a T-base overhang. Ligated fragments were PCR-amplified (12–15 cycles) under conditions in which the PCR reaction enables amplification of the first strand cDNA product only. Libraries were subjected to 50-cycle single-end sequencing on an Illumina HiSeq 2000 Instrument.

### 2.8. Bioinformatic Analysis of RNA-Seq and Ribosome Profiling

Adapter sequences were removed using the Hannon laboratory FastX toolkit [44] rRNA sequences were removed using Bowtie (Johns Hopkins University, Baltimore, MD, USA) [45]. Sequences were aligned against mouse rRNA, and all unaligned sequences were retained for further processing. RefSeq FASTA sequences were obtained from the UCSC genome browser (mm9). These FASTA files were reduced to a single entry for each mRNA corresponding to the longest isoform. For coding sequence alignments, the first 15 and last 3 codons were excluded to avoid bias at the initiation and termination codons. Uniquely aligning sequences, allowing for 2 mismatches, were identified using the Bowtie sequence aligner [45].

Ribosome profiling and total RNA sequences were aligned separately to selenoprotein mRNAs using the Bowtie alignment parameters described above against the following RefSeq entries: NM_027652.2 *Seli*, NM_027905 *Selo*, NM_007860.3 *Dio1*, NM_013759.2 *Sepx1*, NM_024439.3 *Sels*, NM_015762.2 *Txnrd1*, NM_008160.6 *Gpx1*, NM_008162.2 *Gpx4*, NM_009155.3 *Sepp1*, NM_053102.2 *Sep15*, NM_013711.3 *Txnrd2*, NM_019979.2 *Selk*, NM_001040396.2 *Selt*, NM_009156.2 *Sepw1*, NM_009266.3 *Sephs2*, NM_030677.2 *Gpx2*, NM_001178058.1 *Txnrd3*, NM_029100.2 *Sepn1*, NM_053267.2 *Selm*, NM_008161.3 *Gpx3*, NM_001033166.2 *Selh*, NM_172119.2 *Dio3*, NM_010050.2 *Dio2*, NM_175033.3 *Selv*, NM_008084.2 *Gapdh*.

For quantitative analysis, the 5′ end of ribosome profiling and RNA reads were offset to the predicted A-site, as determined previously [17]. Total mapped reads used to derive RPKM calculations (reads per kilobase per total million mapped reads) were determined by aligning sequences to the mRNAs of the RefSeq database described above. Analysis of ribosome footprinting upstream of the UGA-Sec codon excluded the first 15 codons after the initiation codon and the 5 codons preceding the UGA-Sec codon. Ribosome footprint RPKMs downstream of the UGA-Sec were calculated from the second codon following UGA-Sec to the third codon preceding the stop codon. All offset, quantitative, and phasing analyses for ribosome profiling data were conducted using Bowtie alignments and custom perl scripts (MTH).

Genome-wide changes in mRNA abundance or ribosome protection were determined using the edgeR package of Bioconductor [46]. mRNA or ribosome protected fragments showing a >1.5-fold change in abundance and a false discovery rate of <0.05 were considered to be differentially expressed.

### 2.9. Ingenuity Pathway Analysis

Gene expression results from microarrays, RNA-Seq, and ribosomal profiling experiments that were significantly different between mice with adequate Se *versus* deficient Se levels (*p* < 0.05 for microarrays, 1.5-fold change and false discovery rate (FDR) <0.05 for RNA-Seq and ribosome profiling) were subjected to Ingenuity Pathway Analysis (IPA (Qiagen, Valencia, CA, USA)) to elucidate common networks of gene expression according to functional biological processes.

### 2.10. Cytokine Analyses

Mouse blood was collected by cardiac puncture (*N* = 5/diet), centrifuged at 3000 rcf for 5 min in heparinized tubes, and serum was snap-frozen and stored at −80 °C. Using the mouse TH1/TH2 7-Plex assay kit, serum protein levels of interferon-γ, interleukin-1β, interleukin-6, KC/GRO (Cxcl1), interleukin-10, interleukin-12p70 and tumor necrosis factor-α were assessed in a sandwich immunoassay format using a SECTOR^®^ Imager 2400 according to the manufacturer’s instructions (MesoScale Discovery, Gaithersburg, MD, USA). An eight-point standard curve was used to calculate the concentration of analytes in the serum samples. Samples and standards were assayed in duplicates.

### 2.11. Statistical Analyses

Serum cytokine levels, tissue selenium levels, and qPCR data for mRNA expression are presented as the mean ± SE, and were analyzed by Student’s t-test with GraphPad Prism (version 5, La Jolla, CA, USA). The level of significance was set at *p* = 0.05, and statistically significant differences compared to controls were indicated in figures as follows: * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. Selenoprotein mRNA and 3′ RPKM values were determined from two biological replicas and reported as the mean and standard deviation for each selenoprotein. Correlations between the replicas were further analyzed by plotting edgeR normalized CPM (counts per million) values for all RefSeq mRNAs in each biological replicate against the other (Figure S1). *R*^2^ values were greater than 0.99 for both the 0 Se and 0.1 Se replicate samples. EdgeR package from Bioconductor was used to determine differentially expressed genes in RNA-Seq and ribosome profiling experiments for all genes with >1 count per million mapped reads in at least 3 samples. Genes with a greater than 1.5-fold change and a FDR of <0.05 were considered to be differentially expressed.

## 3. Results

We have applied complimentary genome-wide methods, RNA-Seq and ribosome profiling as shown schematically in Figure 1A,B, respectively, and microarrays (see below), as well as qPCR to determine changes in gene expression and translational activity in liver and lung tissues of mice fed Se-deficient or Se-adequate diets. Liver was selected, as it is where Se is processed and converted into other forms appropriate for delivery through the circulatory system to other tissues, or for excretion [47]. Delivery of Se to other tissues is primarily mediated by uptake from the blood stream of liver-produced Sepp1, which contains up to 10 Se atoms in the form of Sec residues. Lung was selected as a second tissue, because selenoprotein expression in this tissue is strongly affected by Se dietary intake, and due to the fact that Se status has been proposed as a risk factor and modulation of intake as a potential preventative for a number of lung disorders with involvement of oxidative stress and inflammation [48,49,50,51].

Selenium concentrations of diets provided to animals were 0.0238 ppm for the selenium-deficient diet (“0 Se”) and 0.128 ppm for the selenium-adequate diet (“0.1 Se”). Selenium concentrations of liver, lung and plasma samples were: mean (± SEM) for liver, 0.1065 ± 0.0143 μg/g and 1.0830 ± 0.0240 μg/g; mean for lung, 0.1096 ± 0.0129 μg/g and 0.3163 ± 0.0149 μg/g; and mean for plasma, 0.0559 ± 0.0090 μg/mL and 0.3510 ± 0.0078 μg/mL in animals maintained on 0 Se and 0.1 Se diets, respectively. Thus, tissue selenium levels were up to ~10 fold lower in mice maintained on a selenium-deficient diet (e.g., liver: *p* < 0.0001).

### 3.1. RNA-Seq and qPCR Analyses of Selenoprotein mRNA Expression

The effects of altered dietary Se intake on hepatic selenoprotein mRNA levels were examined using RNA-Seq and qPCR. Liver mRNA was isolated from mice fed Se-deficient or -adequate diets and prepared for deep sequencing or qPCR as described in the Experimental Section. For RNA-Seq, deep-sequence reads were aligned against RefSeq selenoprotein mRNAs, quantified as reads per kilobase per million mapped reads (RPKM), and presented as the fold changes in expression between mice fed diets supplemented with 0.1 ppm Se and 0 ppm Se (Figure 1C). 

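Liver RNA of 2 mice fed the 0 Se diet (mice 1 and 2) and 2 mice fed the 0.1 Se diet (mice 4 and 5) was sequenced after removal of ribosomal RNA. The diets contained 0.0238 and 0.128 ppm Se, and were fed for 6 weeks. The values given here for selenoprotein mRNAs start from the authors' deposited table of the comparison between the diets, which gives for each gene the length of its RefSeq mRNA, a log2 fold change, the log2 of the mean CPM over the 4 libraries, a p-value and an FDR. The table has no column for a single mouse, so the total counts of each library and the spread between the 2 mice of a diet were not analysed here. Its reads were aligned to the RefSeq mRNAs of all genes (mm9, longest isoform, unique alignments with up to 2 mismatches), whereas the RPKM values of Figure 1C came from a separate alignment to the selenoprotein mRNAs. Fold changes were calculated as 2 to the power of the log2 fold change, 0.1 Se over 0 Se. The mean level in each diet was back-calculated from the mean CPM and the fold change. A standard error was back-calculated as the size of the log2 fold change divided by the normal deviate of its two-sided p-value, and a 95% confidence interval was set from it. These errors carry the authors' model, which shares information on the spread across genes, and rest on 2 mice per diet. Of the 24 selenoprotein genes in the alignment list of the paper, 17 were found among the 7000 genes listed. Dio2, Dio3, Gpx2, Gpx3, Selm, Selo and Selv were not among them, and each of these genes was either not tested or had a p-value above 0.553, the largest one listed. Several of the 17 appear under other symbols: Sels as Vimp, Sepx1 as Msrb1, Seli as Ept1, Selh and Selt as Riken clone names, and Sep15 as the date 15-Sep. The entry 15-Sep has a length of 1509 bases, and the annotated Sep15 mRNA nearest to it has 1514 bases.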

Selenoprotein expression was also examined by qPCR in liver (Figure 1E) and lung tissue (Figure 1F) for a subset of selenoproteins in Se-replete mice, and expressed as the fold change in expression relative to mice fed diets with no Se supplementation.

RNA-Seq data revealed that liver mRNA levels for *Gpx1*, *Selh*, *Selk*, and *Sepw1*, showed the greatest response to Se availability with Se-adequate mice having between 2- and 4-fold more mRNA than Se-deficient mice. 

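Sepw1, which lies on chromosome 7 of NCBIM37 (mm9) from 16502557 to 16507751 and has 6 exons, had a mean level of 7.58 CPM in 0 Se mice and 32.4 CPM in 0.1 Se mice. It was 4.27-fold higher in 0.1 Se mice, with a 95% confidence interval of 3.44 to 5.32. Selh, on chromosome 2 from 84509375 to 84510927, rose from 1.47 to 5.56 CPM, a 3.79-fold increase with an interval of 2.55 to 5.64. Gpx1, on chromosome 9 from 108241607 to 108242671, rose from 413 to 1254 CPM, or 3.04-fold (2.51 to 3.68). Selk, on chromosome 14 from 30781494 to 30788260, rose from 31.9 to 69.1 CPM, or 2.17-fold (1.79 to 2.62). The interval of Selk lay below that of Sepw1 and overlapped those of Gpx1 and Selh, and the differences between the genes were not tested. The FDR of the authors' edgeR comparison, as given in the authors' deposited table, was 8.5e-35 for Sepw1, 1.75e-26 for Gpx1, 1.92e-12 for Selk and 1.99e-08 for Selh, the gene with the fewest reads. When each gene was instead tested against a 1.5-fold change with the back-calculated standard errors, these 4 were the selenoprotein genes that remained called, out of 6. All 4 mRNAs are short, from 679 bases for Selh to 1045 bases for Gpx1. Across the listed genes, short mRNAs tended to be higher in 0.1 Se mice. With the fitted shift of genes of the same length subtracted, the log2 fold change was 1.95 for Sepw1, 1.77 for Selh, 1.49 for Gpx1 and 1.00 for Selk, against 2.10, 1.92, 1.60 and 1.12 in the authors' deposited table.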

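Sepp1, on chromosome 15 from 3218547 to 3230508, was the most abundant of the listed selenoprotein mRNAs and rose from 4236 CPM in 0 Se mice to 6668 CPM in 0.1 Se mice, a 1.57-fold increase with a 95% confidence interval of 1.32 to 1.87. Txnrd2, on chromosome 16 from 18426510 to 18479166, rose from 9.65 to 16.6 CPM, or 1.72-fold (1.37 to 2.17). Both intervals include 1.5-fold. The authors' deposited table gives an FDR of 4.74e-05 for Sepp1 and 3.39e-04 for Txnrd2 from the edgeR comparison. None of the 11 other listed selenoprotein genes passed both thresholds of the paper, and their fold changes ran from 0.742 for Sephs2 to 1.33 for Sep15. The intervals of 6 of these 11 reached above 1.5-fold, and those of 5 included no change. Gpx4 was at 0.905-fold, with an interval that included no change, and Txnrd1 was at 1.30-fold (1.08 to 1.56). Below the 1.5-fold threshold, 3 of the 11 had an FDR under 0.05 in the authors' deposited table: Sep15 (0.0299), Sels (0.0473) and Sephs2 (0.0259), the last of which was lower in 0.1 Se mice, with an interval of 0.623 to 0.884. Over all genes tested, 8 selenoprotein genes were higher and 1 lower at that FDR in the authors' deposited table. With the p-values adjusted over the list alone, genes not listed counted as unchanged, 10 were higher and 1 lower.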

*Sepp1* and *Txnrd2* mRNAs had an intermediate response with ~1.5-fold increase, whereas other selenoproteins revealed less than a 1.5-fold change in mRNA abundance. qPCR analysis was in close agreement with the RNA-Seq results for the selenoproteins examined (Figure 1E). As expected, mouse liver mRNA levels of stress-related selenoproteins known to be sensitive to dietary Se concentrations (e.g., *Gpx1*, *Sepp1*, *Sepw1*) [21,22] were shown by qPCR to be significantly increased in mice maintained on a Se-adequate diet compared to mice fed Se-deficient chow. Similarly, selenoprotein mRNA levels of *Gpx1* and *Sepp1* were also significantly (*p* < 0.05) elevated in lung tissues of mice maintained on a Se-adequate diet, whereas *Sepw1* mRNA was only modestly increased (*p* > 0.05) (Figure 1F). Mouse mRNA levels of house-keeping selenoproteins, which are known to be more resistant to dietary Se changes (e.g., *Txnrd1*, *Gpx4*, and *Sephs2*) [21,22], did not significantly change between Se-deficient and Se-adequate diets in liver or lung tissue (Figure 1E,F).

### 3.2. Ribosome Profiling Analysis of Dietary Se Effects on Selenoprotein mRNA Translation

Assessment of ribosome footprints aligned to all RefSeq mRNAs revealed that the footprints were highly enriched in coding DNA sequences (CDS) relative to UTRs (Figure 2A,B), and were positioned with a strong triplet phasing corresponding to the expected codon step size of actively translating ribosomes (Figure 2C). Likewise, triplet phasing was observed for the ribosome footprints located upstream and downstream of UGA-Sec codons in the selenoprotein mRNAs (Figure 2D) demonstrating that the ribonuclease resistant fragments obtained from selenoprotein mRNAs have the expected features of footprints obtained from actively translating ribosomes.

Previous studies have shown that, in addition to mRNA abundance, dietary Se levels can regulate the efficiency of Sec incorporation, which is in competition with termination at the UGA-Sec codon [17]. Due to the loss of ribosomes to termination at the UGA-Sec codon, we propose that quantifying ribosome footprints located downstream of the UGA-Sec codon (3′ RPKMs) provides the most accurate measure of translational activity leading to the production of full-length selenoproteins. The fold-changes in 3′ RPKMs between Se-adequate and Se-deficient mice are shown in Figure 1D. In some selenoproteins, the UGA-Sec codon is located near the 3′ end of the open reading frame (ORF) preventing analysis of ribosome density downstream of the UGA-Sec codon. For the non-C-terminal Sec selenoproteins expressed in liver, the fold change in 3′ RPKMs was increased by the addition of 0.1 ppm Se to the diet for all selenoproteins. *Gpx1*, *Sepx1*, *Sepw1* and *Sephs2* were increased by 15, 13, 6, and 5-fold, respectively. All other selenoproteins analyzed had a 2-fold or greater increase in 3′ RPKMs, with the exception of the 1.9-fold increase observed for *Gpx4* (Figure 1D). These results indicate that Se affects selenoprotein synthesis to variable degrees, with the strongest effects being exerted on mRNA expression and translation of stress-related selenoproteins.

**Figure 1:**
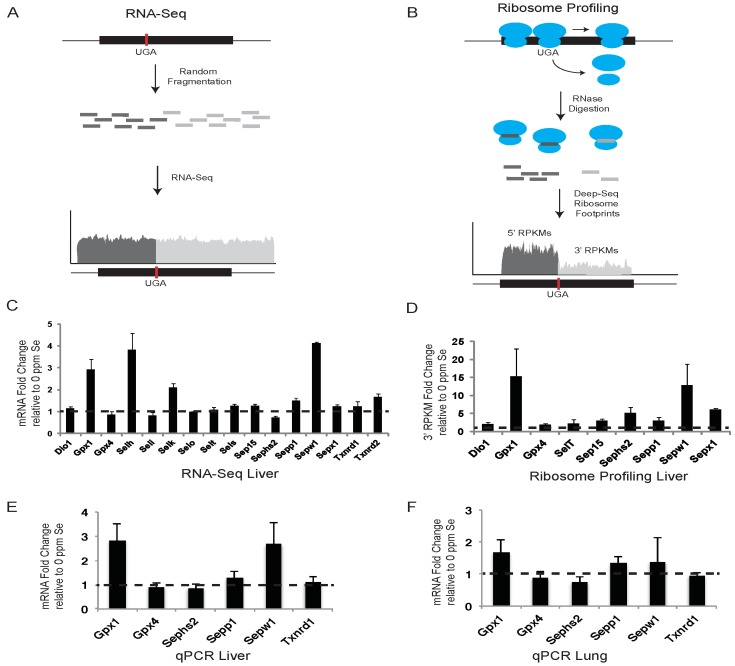
RNA-Seq and ribosome profiling of selenoprotein mRNAs. (**A**) and (**B**) show conceptual illustrations of RNA-Seq and ribosome profiling experiments, respectively. A representative selenoprotein mRNA is shown with the position of the UGA-Sec codon indicated by the vertical red bar. Randomly sheared (**A**) or ribosome protected (**B**) mRNA fragments are shown in dark or light grey to indicate whether they are positioned 5′ or 3′ of the UGA-Sec codon. (**C**) The histogram shows the fold-change in liver sequence reads per kilobase per million mapped reads (RPKM) in mice fed diets supplemented with 0.1 ppm Se (0.1 Se) relative to those fed unsupplemented diets (0 ppm Se). Dashed line across the histogram indicates a fold change value of 1 (no difference). (**D**–**F**) Same as in (**C**) for liver ribosome protected fragments, Liver qPCR and lung qPCR, respectively, with the exception that in (**D**) the RPKM values were determined only for the portion of the selenoprotein mRNA located 3′ of the UGA-Sec codon. Standard deviations were calculated by the Propagation of Error method.

**Figure 2:**
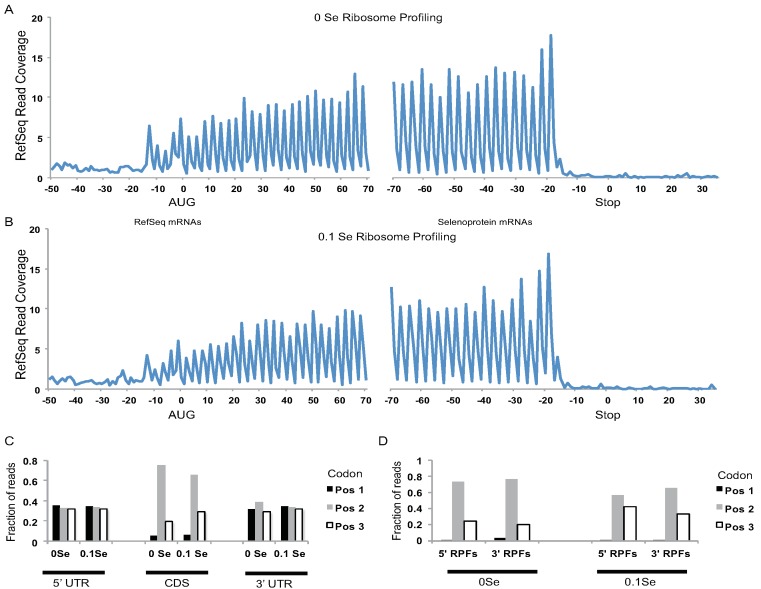
Analyses of ribosome footprint (RPF) distribution on RefSeq and selenoprotein mRNAs. (**A**) 0 ppm Se and (**B**) 0.1 ppm Se samples. RPF 5′ ends were aligned to all RefSeq mRNAs with coding DNA sequences (CDSs) > 400 nts and their positions relative to the start codon (0 position, left hand side) and stop codon (0 position, right hand side) were determined. The fraction of RPF 5′ ends aligning to nts −50 to +70, relative to RefSeq start codons, and nts −70 to +35, relative to RefSeq stop codons (0 position, right hand side), are shown. Distinct 3nt periodicity can be seen starting 13 nts upstream of start codons and ending 16 nts upstream of stop codons indicating that the first nucleotide of the A-site codon is located ~16 nts downstream of the 5′ end of the RPFs. Y-axis represents the fraction of reads covering each nucleotide summed for all aligned RefSeq mRNAs (CDS > 400 nts). (**C**) The fraction of RPFs with 5′ ends mapping to the first, second, or third codon position for CDSs and UTRs of RefSeq mRNAs. For UTRs, the first, second, and third “codon” position were determined relative to the CDS reading frame. (**D**) The 5′ end of RPFs from the 0 ppm Se or 0.1 ppm Se samples were aligned to selenoprotein mRNAs. The fraction of RPF 5′ ends that aligned to codon positions 1, 2, or 3 upstream (5′ RPFs) or downstream (3′ RPFs) of the UGA-Sec codon is shown.

### 3.3. Global mRNA Expression Analysis (Microarray, RNA-Seq, Ribosome Profiling) and Validation (qPCR)

Microarray analyses of total mRNA isolated from mouse liver and lung tissue were performed using Affymetrix Mouse 430_2.0A gene chips of three mice per diet. Likewise, total mRNA or ribosome protected fragments were isolated from mouse liver (two mice per diet) and prepared for deep sequencing on the Illumina HiSeq 2000 platform. The number of counts uniquely aligning to each mRNA was determined and utilized for differential expression analysis using edgeR, a Bioconductor program designed to identify differential expression of genes from deep sequencing data sets [46]. 

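The comparison of all mRNAs in the 4 liver RNA-Seq libraries was analysed from the same deposited table. Its fold changes equal those of the RNA-Seq column of Table 1 for all 36 genes, to the last digit printed there. Multiplying each FDR by its rank and dividing by its p-value gave 11033 genes tested, and the Benjamini-Hochberg values recomputed for that number differed from the deposited ones by at most 3.82e-06 among genes with an FDR under 0.05. The table lists the 7000 genes with the smallest p-values, 63.4% of those tested, so every gene that could be called is in it. Reads that align equally well to several mRNAs were left out by the authors, so the values of genes with near-identical copies, such as Saa1 and Saa2 or the guanylate binding proteins, rest on their distinct stretches only and are uncertain. The precision depends on the level of the gene. The median back-calculated standard error of the log2 fold change was 0.386 for the 497 listed genes with a mean under 2 CPM, 0.243 from 2 to 10 CPM, 0.153 from 10 to 100 CPM and 0.129 for the 931 genes above 100 CPM. At these medians a p-value of 0.05 needs a change of 1.69-, 1.39-, 1.23- and 1.19-fold. With the thresholds of the paper, an FDR under 0.05 and a change above 1.5-fold, the authors' deposited table calls 188 genes higher and 162 lower in 0.1 Se mice, 3.17% of the genes tested. A shift common to all listed genes, fitted with allowance for the p-values that are not listed, was -0.00136 on the log2 scale (standard error 0.00232).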

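Among the RNA-Seq genes, the 18 genes with the largest called increase and the 18 with the largest called decrease in the deposited comparison are the 36 genes of Table 1. The 95% confidence intervals of all 18 increased genes excluded 1.5-fold and those of 17 excluded 2-fold, and 17 of the 18 also passed a Bonferroni adjustment over all genes tested. These genes were picked for their large changes in the same comparison, and the intervals do not allow for that choice. The counts are therefore not independent evidence. Gm4841 had the largest increase, from 3.61 CPM in 0 Se mice to 26.9 CPM in 0.1 Se mice, which is 7.46-fold with an interval of 4.40 to 12.7. Fgl1 rose 3.80-fold (2.94 to 4.91) from a level of 129 CPM, and Zbtb16 rose 3.55-fold (2.79 to 4.52) from 12.0 CPM. Their FDR values for the edgeR comparison were 5.12e-21 and 1.77e-21 in the authors' deposited table. Lmod2 and Bhlha15 rest on few reads. The back-calculated level of Lmod2 was 0.229 CPM in 0 Se mice and 1.50 CPM in 0.1 Se mice, with an interval of 3.06- to 13.9-fold. That of Bhlha15 was 0.383 and 2.04 CPM. The levels of both genes in 0 Se mice are uncertain. Under the authors' filter as stated, an exact back-calculation would give no mean under 0.5 CPM in either diet. Of the alternatives tried, the test against a 1.5-fold change moved the count of called Table 1 genes most, to 16 of the 36.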

The top differentially expressed genes from microarrays, RNA-Seq, and ribosome profiling are shown in Table 1. 

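In liver RNA-Seq, Saa1, which encodes serum amyloid A1, rose from 23.9 CPM in 0 Se mice to 127 CPM in 0.1 Se mice, a 5.29-fold increase with a 95% confidence interval of 3.46 to 8.10. Its paralog Saa2 rose 5.15-fold (2.98 to 8.90), and reads shared by the pair were not counted for either gene. Lcn2, lipocalin 2, was 6.55-fold higher (3.75 to 11.4). Cxcl9, a chemokine gene, rose from 6.18 to 22.0 CPM, or 3.56-fold (2.48 to 5.11), and Ubd rose 3.17-fold (1.73 to 5.82) from 0.687 CPM. The FDR values for the edgeR comparison in the authors' deposited table were 1.48e-11 for Saa1, 1.19e-06 for Saa2, 1.99e-08 for Lcn2, 3.39e-09 for Cxcl9 and 0.00873 for Ubd. Gm12250 was 3.54-fold higher (2.49 to 5.02). Each of these genes was still called after the length trend was removed, Ubd with a log2 fold change of 1.54.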

Results indicated involvement of inflammation and immune system genes, especially in mouse lung tissue, as increased interferon-γ-regulated pro-inflammatory gene expression changes were observed in mice on the Se-adequate diet compared to the Se-deficient diet. In contrast, the top down-regulated gene expression changes with microarray, RNA-seq or ribosomal profiling did not appear to be directly involved with interferon-γ signaling.

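Fos, on chromosome 12, had the largest decrease in the liver RNA-Seq comparison, from 5.85 CPM in 0 Se mice to 1.13 CPM in 0.1 Se mice, a fold change of 0.194 with a 95% confidence interval of 0.0866 to 0.433. Fst (follistatin) was at 0.287-fold (0.168 to 0.491) and Gse1 at 0.345-fold (0.222 to 0.536). The decreases with the smallest p-values among the Table 1 genes were those of Slc25a25, from 201 to 82.8 CPM or 0.412-fold (0.347 to 0.489), Ppp1r10 at 0.431-fold (0.354 to 0.524) and Sipa1l2 at 0.453-fold (0.355 to 0.579), with FDR values of 1.03e-20, 4.91e-14 and 8.41e-08 for the edgeR comparison in the authors' deposited table. The intervals of only 3 of the 18 decreased genes of Table 1 excluded a 2-fold change, against 17 of the 18 increased genes, and 4 passed the Bonferroni adjustment. Both groups were picked on these same data, for which the intervals do not allow. The decreased genes differ from the increased ones in mRNA length. Their median length was 5179 bases and 14 of the 18 were longer than the median of the listed genes, 2959.5 bases, whereas the increased genes had a median of 1491.5 bases and 4 of 18 were longer. Over all listed genes, long mRNAs were shifted down and short mRNAs up in 0.1 Se mice, by -0.24 in the class of the longest mRNAs and 0.16 in that of the shortest on the log2 scale. With this shift removed, 12 of the 18 decreased genes and all 18 increased genes were still called. Bahcc1, Fam38a, Hspg2, Ltbp3, Pcdh18 and Svep1 were not. Their log2 fold changes still ran from -0.86 for Hspg2 to -1.25 for Ltbp3, beyond the 1.5-fold threshold. They were lost on the re-adjusted FDR, in which unlisted genes counted as unchanged. Their decreases are thus not shown to be due to length.

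**Figure D1:**
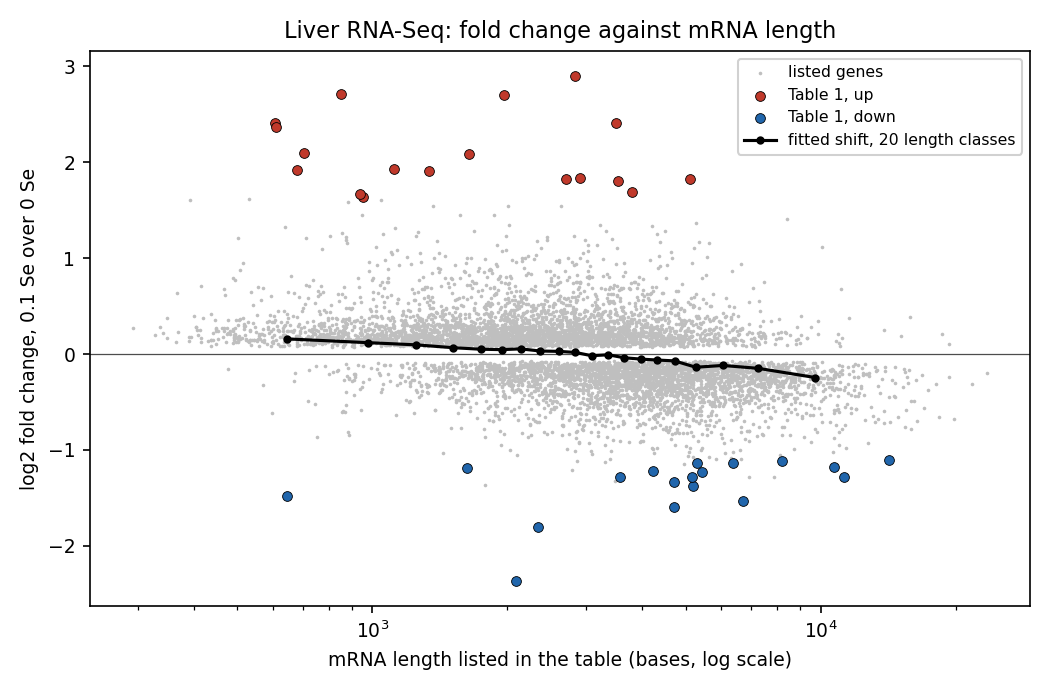
Log2 fold change (0.1 Se over 0 Se) in liver RNA-Seq against mRNA length in bases on a log axis, for the 7000 listed genes (grey), with the 18 increased (red) and 18 decreased (blue) genes of Table 1; the empty band around 0 is where genes had p-values too large to be listed. The black line joins the fitted shift in 20 length classes of equal size and falls from 0.16 to -0.24.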

Ingenuity pathway analysis (IPA) was utilized for data generated by microarray, RNA-Seq and ribosomal profiling to narrow our focus on groups of significantly changed genes according to their biological processes in which they function. In this manner, potential direct and indirect impacts of dietary Se on specific signaling networks, and thus human diseases, may be inferred. Pathway analysis results for the microarray data from both lung and liver tissues, as well as for the RNA-Seq and ribosomal profiling data from hepatic tissue, indicated dietary Se impacts inflammatory or immune pathway signaling networks. Primarily, these pathways appeared to be regulated by interferon-γ (Figure S2). 

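The authors' deposited table lists 11 guanylate binding protein genes, of which 10 were called higher in 0.1 Se mice. Gbp10 and Gbp3 had the largest increases, at 3.49-fold (95% confidence interval 2.69 to 4.54) and 2.91-fold (2.19 to 3.88), and were 15th and 23rd in the order of the 188 called increases. Gbp6 was 2.38-fold higher (1.85 to 3.05), Gbp1 2.35-fold (1.43 to 3.84), Gbp8 2.34-fold (1.61 to 3.40), Gbp2 2.29-fold (1.77 to 2.95) and Gbp7 1.77-fold (1.42 to 2.22). The intervals from Gbp6 to Gbp7 in this order overlap, and the differences between them were not tested. The highest FDR of the 10 was that of Gbp5, with 2.00 CPM in 0 Se mice and an edgeR FDR of 0.0464 in the authors' deposited table. With the length trend removed, the log2 fold change of Gbp5 was 1.14 and not reduced, and its re-adjusted FDR of 0.0545 lay above the threshold of 0.05. Gbp11, singled out after its values were seen, was at 1.13-fold (0.831 to 1.55) with an FDR of 0.807 in the authors' deposited table. Reads that aligned to more than 1 Gbp mRNA were not counted. Igtp, on chromosome 11, rose from 66.1 to 167 CPM, a 2.53-fold increase (2.07 to 3.10), and was 31st in the order. Irgm2, on the same chromosome, rose from 40.3 to 65.9 CPM, or 1.63-fold (1.29 to 2.07), and was 139th.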

Correspondingly, mRNA coding for the interferon-γ-regulated guanylate binding proteins (Gbp), Igtp and Irgm2 were among those most highly up-regulated (Table 1).

Many of these cytokine responsive gene changes were subsequently validated with real-time quantitative reverse-transcriptase PCR (qPCR). *Gbp1*, *2*, *6*, *7* and *8* were increased in both liver and lung tissues of mice on the Se-adequate diet as shown in Figure 3 and Figure 4, and statistical significance was observed for most, as indicated. Other interferon-γ/Stat-1-regulated genes, such as *Irgm2* (*p* = 0.06), *Igtp* (*p* < 0.05), and *Tgtp1* (*p* < 0.05), were also increased in lung tissues of mice on Se-adequate diets.

### 3.4. Serum Cytokine Analyses

Among the pro-inflammatory serum cytokines analyzed, interferon-γ and interleukin IL-6 (*p* < 0.05) were highly increased in mice on Se-adequate diets, whereas no difference was observed for IL-1β, IL-10, IL-12p70, Cxcl1 (KC/GRO) or TNFα (Figure 5). Serum interferon-γ was increased more than 3-fold (*p* = 0.06), likely explaining the increase of many of the interferon-γ-regulated mRNA levels observed in the liver and lung tissues of these mice.

**Table 1:** Genes showing the largest fold change in mRNA levels or translation in mice fed diets supplemented with 0.1 ppm Se relative to mice fed 0 ppm Se diets.

	Liver Microarray		Lung Microarray		Liver RPF		Liver RNA-seq	
	Gene	Fold Change	Gene	Fold Change	Gene	Fold Change	Gene	Fold Change Adjusted
**up-regulated**	*Sepw1*	3.455	*Gbp8*	3.793	*Sepw1*	21.139	*Gm4841*	7.463
	*Cyp2b6*	2.600	*Tgtp1*	3.494	*SelH*	14.186	*Lcn2*	6.548
	*Rilpl1*	2.183	*Serpina3g*	3.415	*Gm4841*	6.781	*Lmod2*	6.524
	*C11orf31*	2.165	*Igtp*	3.311	*Zbtb16*	6.321	*Bhlha15*	5.322
	*Igtp*	2.164	*Iigp1*	3.290	*Saa1*	5.150	*Saa1*	5.294
	*p15*	2.146	*Irgm2*	3.204	*Saa2*	4.517	*Saa2*	5.151
	*Cxcl9*	2.088	*Gbp6*	3.073	*Gbp10*	4.244	*Sepw1*	4.274
	*Acacb*	2.046	*Ms4a4c*	2.839	*Pus3*	3.333	*Xlr3a*	4.258
	*Map3K4*	1.931	*Gbp7*	2.795	*Fgl1*	3.318	*Fgl1*	3.800
	*Ptpn18*	1.908	*Irgm1*	2.528	*Creld2*	3.209	*SelH*	3.794
	*Lpin2*	1.900	*Cd274*	2.502	*Gemin6*	3.195	*Derl3*	3.755
	*Trim7*	1.880	*Ifi47*	2.475	*Lpin1*	3.187	*Cxcl9*	3.562
	*Marco*	1.868	*Gbp3*	2.441	*Rgs16*	2.859	*Zbtb16*	3.552
	*Zbtb16*	1.845	*Stat1*	2.358	*Gbp3*	2.805	*Gm12250*	3.539
	*Nfil3*	1.835	*Gvin1*	2.332	*Gpx1*	2.776	*Gbp10*	3.495
	*Gbp7*	1.808	*Gbp2*	2.255	*Gbp1*	2.628	*Scara5*	3.216
	*Il1r1*	1.803	*Gzmb*	2.238	*Fkbp5*	2.557	*Ubd*	3.172
	*Fcgr4*	1.790	*Tlr13*	2.095	*Gbp2*	2.546	*Nnmt*	3.102
**down-regulated**	*Iffo2*	−2.093	*Cyp2a4*	−4.931	*Gsta2*	−4.924	*Fos*	−5.160
	*Csad*	−1.913	*Pln*	−3.448	*Cyp26a1*	−4.143	*Fst*	−3.480
	*Cyr61*	−1.819	*Areg*	−2.562	*Slc25a25*	−2.490	*Gpr64*	−3.018
	*Ank3*	−1.785	*Fam216b*	−2.268	*Pctp*	−2.479	*Gse1*	−2.901
	*Fign*	−1.778	*Ttc9*	−2.169	*Ppp1r10*	−2.337	*Cib3*	−2.792
	*Actr1a*	−1.730	*Chad*	−2.151	*Mup10*	−2.159	*Ltbp3*	−2.603
	*Snrnp48*	−1.729	*Dnah7b*	−2.088	*Tsc22d1*	−1.979	*Col1a1*	−2.522
	*Rapgef3*	−1.653	*Riiad1*	−2.002	*Hamp2*	−1.964	*Pcdh18*	−2.432
	*Pard6B*	−1.649	*Akap14*	−1.938	*G6pc*	−1.862	*Slc25a25*	−2.426
	*Pcf11*	−1.640	*Nr4a2*	−1.911	*Cyp2a5*	−1.829	*Svep1*	−2.425
	*Adora1*	−1.639	*Dnali1*	−1.887	*Sgk2*	−1.815	*Arhgap23*	−2.346
	*Whrn*	−1.614	*Ms4a1*	−1.877	*Ccrn4l*	−1.809	*Ppp1r10*	−2.323
	*Cyp2j9*	−1.612	*Dnali1*	−1.835	*Gpcpd1*	−1.750	*Cyp2d12*	−2.275
	*Itsn1*	−1.598	*Spon2*	−1.788	*Reln*	−1.711	*Bahcc1*	−2.259
	*Ank3*	−1.566	*Ccdc40*	−1.787	*Cyp2b9*	−1.704	*Sipa1l2*	−2.205
	*Ndufab1*	−1.568	*Anxa8*	−1.786	*Srsf5*	−1.695	*Ltbp4*	−2.198
	*March5*	−1.568	*Ptgs2*	−1.76	*S1pr1*	−1.691	*Fam38a*	−2.173
	*Dimt1*	−1.575	*Nmt2*	−1.758	*Adck5*	−1.654	*Hspg2*	−2.155

The top up-regulated and down-regulated genes by fold change for the liver microarray, lung microarray, liver ribosome profiling (RPF), and liver RNA-Seq data are shown. All genes had *p*-values < 0.05 (microarrays) or FDR < 0.05 (RNA-Seq, ribosome profiling).

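For the liver RNA-Seq column, the highest FDR in the authors' deposited table was 0.00873 among the 18 increased genes, for Ubd, and 0.0328 among the 18 decreased genes, for Cib3. A stricter FDR of 0.01 kept all 18 increased genes and 10 of the decreased ones. The decreased genes that it removed were Cib3, Cyp2d12, Fam38a, Gpr64, Hspg2, Ltbp3, Pcdh18 and Svep1. The next gene after each list had a log2 fold change of 1.62 among the called increases and -1.09 among the called decreases in the authors' deposited table. A further 33 listed genes changed 2-fold or more with an FDR of 0.05 or above. The median back-calculated standard error was 0.310 for the increased and 0.329 for the decreased genes of the column, against all listed genes at 0.165.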

**Figure 3:**
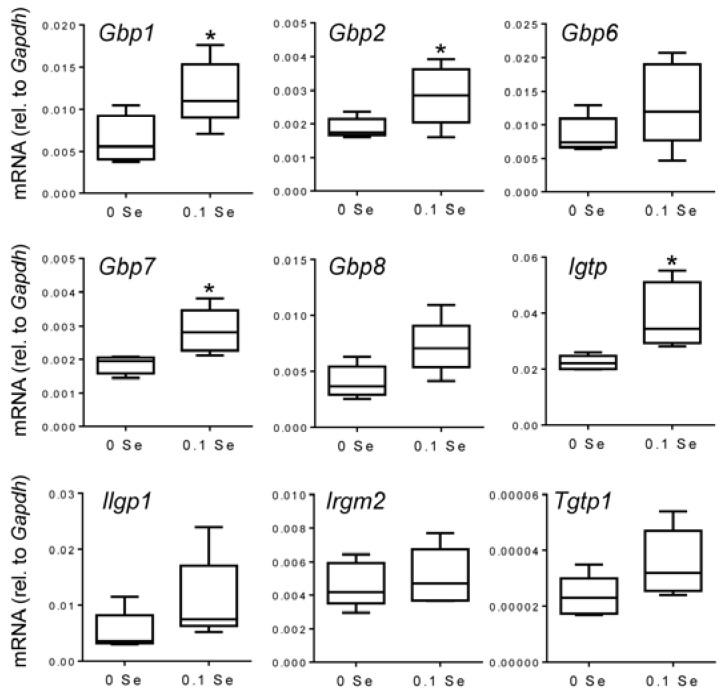
Analysis of interferon-γ-regulated pro-inflammatory mRNA expression in liver by qPCR. Liver mRNA levels for the indicated genes were measured by qPCR for mice fed 0.1 ppm and 0 ppm Se supplemented diets (*n* = 5). mRNA levels for each gene were normalized to GAPDH, and graphed with box (median plus 75th and 25th percentile) and whisker (minimum and maximum points) plots. (* *p* < 0.05 compared to 0 Se).

**Figure 4:**
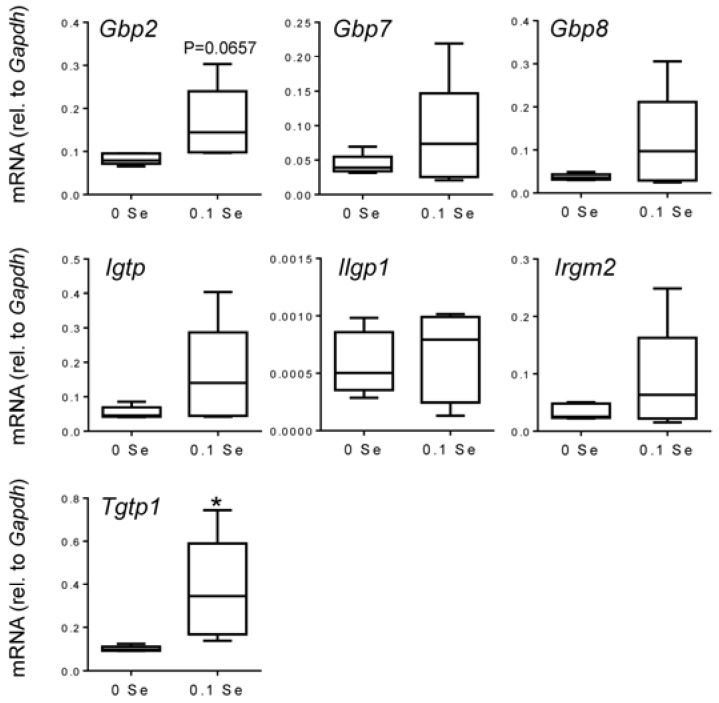
Analysis of interferon-γ-regulated pro-inflammatory mRNA expression in lung by qPCR. Lung mRNA levels for the indicated genes were measured by qPCR for mice fed 0.1 ppm and 0 ppm Se supplemented diets (*n* = 5). mRNA levels for each gene were normalized to GAPDH, and graphed with box (median plus 75th and 25th percentile) and whisker (minimum and maximum points) plots. (* *p* < 0.05 compared to 0 Se).

**Figure 5:**
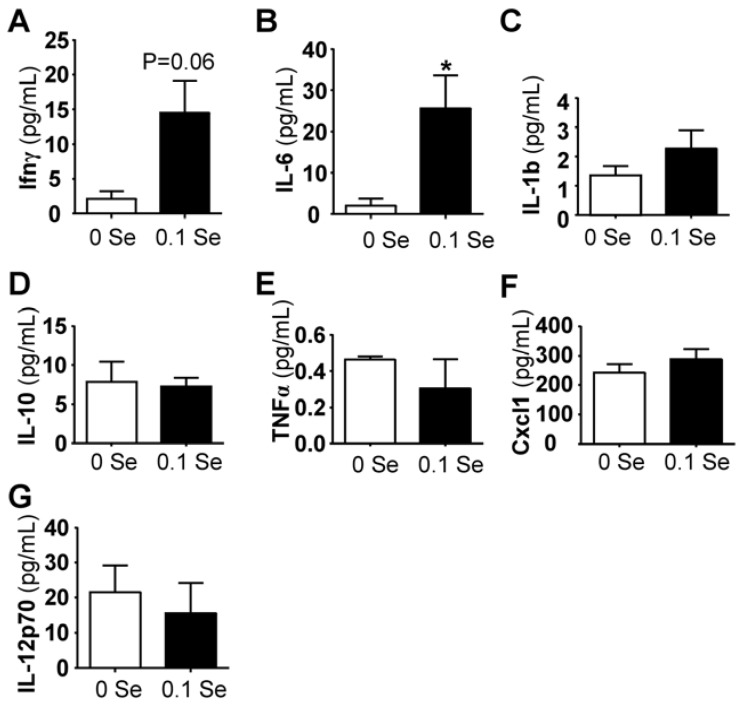
Serum cytokine analysis. Cytokine levels are expressed in pg/mL serum. The columns represent the mean (*N* = 5) and standard error of each respective cytokine in mice fed 0 ppm (unshaded bar) or 0.1 ppm Se (shaded bar) supplemented diets. (* *p* < 0.05 compared to 0 Se).

## 4. Discussion

Reduced dietary Se intake is known to have gene-specific effects on the levels of both selenoprotein mRNA and protein. Consistent with previous reports [17], we found the mRNA levels of the stress-related selenoproteins, *Gpx1*, *Sepw1*, *Selh*, and *Selk*, appeared to be strongly affected by changes in Se status, while mRNA levels for other selenoproteins were largely unaffected. 

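The selenocysteine codon UGA lies at different places in these mRNAs, in the gene models of GENCODE vM1 on NCBIM37. In Gpx1 it is codon 47 of 202, in exon 1 of 2 at 108241782 to 108241784 of chromosome 9, within the mRNA sequence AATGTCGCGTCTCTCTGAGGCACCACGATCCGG (TGA in the DNA sense), and 105 bases upstream of the last exon junction. In Sepw1 it is codon 13 of 89, within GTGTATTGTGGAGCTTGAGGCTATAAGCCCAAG, in exon 2 of 6 and 243 bases upstream of that junction. In Selh it is codon 38 of 117, within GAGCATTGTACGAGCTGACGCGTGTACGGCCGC, and 241 bases upstream. In Selk it is codon 92 of 95, within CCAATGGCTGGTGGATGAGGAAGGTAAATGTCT, in exon 4 of 5 and only 5 bases upstream. The codon also lies well upstream of the last junction in mRNAs that were not called, with 342 bases in Gpx4, 303 in Dio1 and 470 in Selt, the one farthest from it. In Txnrd1, Txnrd3, Sels and Seli the codon is in the last exon, and Sephs2 has a single exon. The log2 fold changes of the 17 listed genes spanned a range of 2.53. From the unequal mRNA responses, and from the ribosome density downstream of UGA-Sec codons, which was not analysed here, the paper concludes that Se acts on selenoproteins to variable degrees and most strongly on the stress-related ones.

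**Figure D2:**
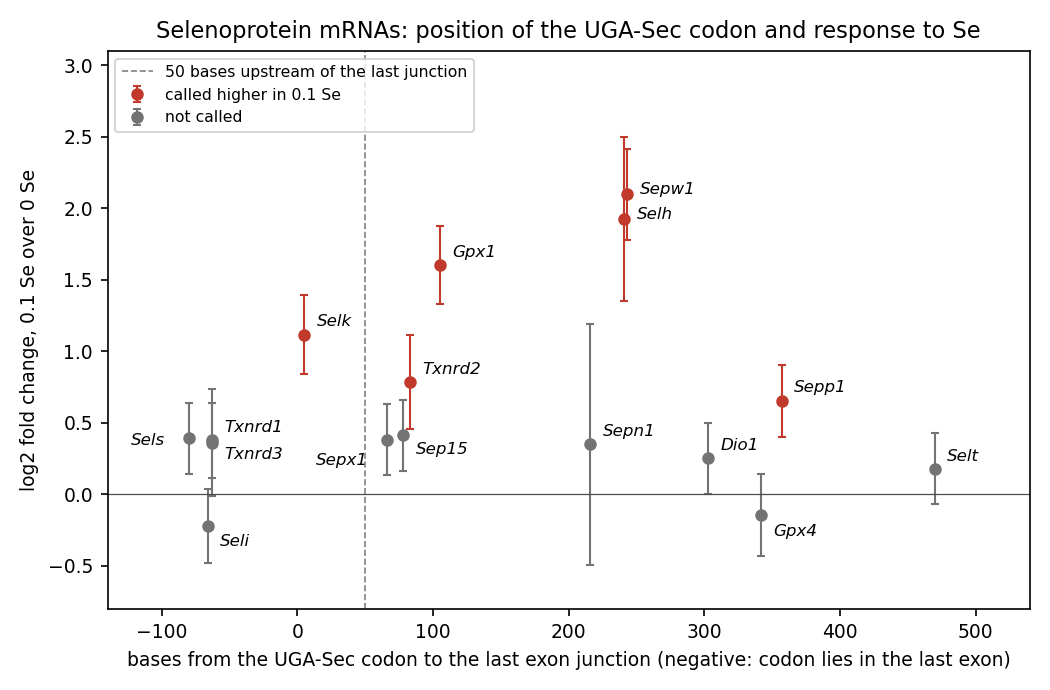
Log2 fold change (0.1 Se over 0 Se) of 16 listed selenoprotein mRNAs against the number of bases between the UGA-Sec codon (the first one in Sepp1) and the last exon junction; points are the deposited fold changes, bars their back-calculated 95% confidence intervals, and red points the called genes. Sephs2 has no junction and is left out, and the dashed line marks 50 bases; called and uncalled genes lie on both sides of it.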

Ribosome profiling showed that in addition to mRNA levels, the efficiency of Sec incorporation, revealed by ribosome density downstream of the UGA-Sec codon, was also affected by dietary Se levels in a gene-specific manner. Here we observed that all selenoproteins amenable to this analysis have reduced translation, to variable degrees, downstream of the UGA-Sec codon when Se is limiting.

Whether health effects attributed to Se are mediated directly by changes in the abundance of specific selenoproteins, secondarily through changes in the cellular and biochemical pathways in which they act, or indirectly through non-selenoprotein mechanisms, is not known. For many selenoproteins, studies on whole animal or conditional deletions in rodent models have provided significant insight into the *in vivo* function and the phenotypic consequences of their absence [52]. The list of biochemical functions is long, including many enzymes involved in cellular redox control and protection, thyroid hormone metabolism, protein folding, Ca^++^ signaling, and Sec synthesis. In addition to other cellular pathways, the entire selenoproteome [37], as well as several individual selenoproteins in particular, have been implicated in immune system function. For example, *Selk* knockout mice exhibit defects in Ca^++^ flux that impacted T cell and neutrophil migration, Fcγ receptor-mediated oxidative burst in macrophages, and exhibit decreased viral clearance during infection [7]. Mice with *Sep15* deleted have increased interferon-γ signaling with functional consequences for induction and development of colon cancer [40]. In addition, the expression of some selenoproteins, such as *Sels*, can be modulated by inflammation and pro-inflammatory cytokines [8].

Several studies have also shown that Se can influence epigenetic modifications of DNA and histones (reviewed in [53]). Recent examples include the identification of differentially methylated and expressed inflammatory-related genes in patients with Keshan’s disease [54], and the finding that Se supplementation can control epigenetic regulation of pro-inflammatory gene expression in macrophages by affecting histone H4 acetylation [55]. In the latter study, macrophages isolated from the bone marrow of *Trsp^fl/fl^Cre^LysM^* mice suggested that selenoprotein expression was important for the observed inhibition of histone H4 acetylation. While epigenetic effects of Se on gene expression is a relatively new area of investigation with much to be learned, the data thus far suggest an additional mechanism by which changes in Se status may have broad effects on gene expression to affect the immune system and other cellular pathways.

To determine the extent to which dietary Se alters expression of non-selenoprotein genes, we measured mRNA levels and translational activity in liver and lung tissues of mice fed Se-deficient *vs.* adequate diets. Surprisingly few genes were found to be differentially expressed at 2-fold or greater cutoff, especially using microarray analyses (Table 1). Consequently, we chose to analyze all genes with greater than 1.5-fold change in expression for affected cellular pathways and functions using IPA and Gene Ontology analyses algorithms. 

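In the liver RNA-Seq comparison, the authors' deposited table has 104 genes with an FDR under 0.05 and a change of 2-fold or more, which is 0.943% of the genes tested. Of these, 76 were higher and 28 lower in 0.1 Se mice. The 95% confidence intervals of 68 of the 104 excluded 1.5-fold, and 17 of the 104 had a mean under 2 CPM. The count of increases held better than that of decreases. With the Bonferroni adjustment, 44 were higher and 7 lower, and with the length trend removed, 64 were higher and 14 lower.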

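Lowering the cutoff from 2-fold to 1.5-fold added 246 liver RNA-Seq genes, 112 higher and 134 lower in 0.1 Se mice, by the FDR of the authors' deposited table. Among the 350 genes called at 1.5-fold, the 95% confidence intervals of 276 included 1.5-fold, so for most of them the size of the change is not separated from the cutoff. A test against a 1.5-fold change with the back-calculated standard errors called 21 genes higher and 2 lower. The called increases had a median mRNA length of 1916.5 bases and the called decreases one of 5023 bases. After the length trend was removed, 158 genes were called higher and 97 lower; 146 of the 188 increases and 91 of the 162 decreases were among them. The pathway analysis itself was not repeated here.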

IPA analysis revealed that dietary Se consistently impacted inflammatory or immune pathway signaling networks in both liver and lung tissues of mice. In particular, mRNA levels of interferon-γ-regulated genes, such as guanylate binding proteins, were significantly increased in Se-replete mice. 

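Of the 10 interferon-regulated genes for which the study designed qPCR primers, 9 are listed for liver RNA-Seq, and Tgtp1 is not. All 9 were higher in 0.1 Se mice, with a median log2 fold change of 1.19 that was 1.16 after the length trend was removed. By the thresholds of the paper, 8 were called; Iigp1, at 1.37-fold (95% confidence interval 1.15 to 1.63), had an edgeR FDR of 0.0132 in the authors' deposited table and fell short of the fold threshold. Over all genes tested, 9 had an FDR under 0.05 in the authors' deposited table, and 9 with the p-values adjusted over the list alone, which is not independent evidence because the study chose these genes after its array and sequencing results. The intervals of 4 of the 9 excluded 1.5-fold, and the test against a 1.5-fold change called 1, Igtp. Irgm1 was at 1.57-fold (1.21 to 2.03). Gapdh, to which the qPCR values were normalized, was at 1.22-fold (1.03 to 1.46) in these libraries, with an FDR of 0.228 in the authors' deposited table. Based on its results, the paper proposes that a change in Se intake, besides its effects on selenoprotein expression, can be of therapeutic consequence in the appropriate disease context by modulating the immune system and controlling inflammation.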

The importance of interferon-γ-regulation is also reflected in the top IPA regulator effect networks constructed from microarray, RNA-Seq and ribosome profiling data (Figure S2). Using any of the three types of gene analyses, IPA predicted *infection of mammalia* to be inhibited based on Se-mediated changes in interferon-γ-regulated gene expression. In support of the IPA prediction, Gene Ontology (GO) analysis revealed a clear enrichment for immune system related GO terms with *immune system process* and *response to interferon-γ* as the top highly significant GO terms associated with each data set.

The observed enrichment for interferon-γ-responsive genes was confirmed by qPCR with significance being reached for many. We observed some variation in the extent to which the interferon-γ-responsive genes were increased in mice from the 0.1 ppm Se supplemented diet group; this variation can be observed in the box-and-whisker plots presented in Figure 2 and Figure 3. The variability of the interferon response is somewhat surprising given these mice are isogenic and were maintained under near identical conditions. One possible explanation comes from the well-known link between epigenetic variation and diet. It has been shown that even isogenic mice exposed to the same environment exhibit intrinsic epigenetic variation, and that this individual variation can be increased under conditions of sustained dietary change [56]. Additionally, because animals were housed in groups of 2–5 animals, individual responses to social stressors are difficult to account for, or exclude, and may also have contributed to observed variations. Although the basis for the individual variability even within litter mates is unclear, the observation that multiple interferon-γ-response genes are up-regulated in Se-replete mice compared to mice maintained on a Se-deficient diet was consistent and supported by the cytokine analysis discussed below. Future studies into the mechanism(s) responsible for this interferon-γ response variation are warranted as they may provide additional insights into the mechanisms driving variability of individual responses to Se intake in humans.

Measurements of serum cytokine levels in the 0 and 0.1 ppm Se supplemented diet groups revealed increased levels of interferon-γ and IL-6 in Se-replete mice. Outside the integral role of IL-6 on regulation of metabolism and regeneration of hepatic cells, both IL-6 and interferon-γ have broad effects on the cells of the immune system, and play significant roles in mounting, sustaining, or suppressing the inflammatory process [42]. The balance between cytokine levels, or the cytokine profile, determines the ability of the immune system to respond appropriately to challenges. In particular, increased interferon-γ levels have been shown to increase innate resistance to infections [57]. Thus, adequate dietary selenium may decrease susceptibility to diseases, mediated, at least in part, through interferon-γ-regulated gene expression changes.

Drugs or other approaches to inhibit or modulate cytokine activity have gained recent attention as promising new therapeutic approaches to the treatment of diseases involving chronic inflammation, such as autoimmune disorders and cancer [58,59]. Based on our results, we propose that, in addition to the effects that Se status has on selenoprotein expression, changes in Se dietary intake can have therapeutic consequences in the appropriate disease context through modulation of the immune system and control of inflammation. 

## 5. Conclusions

Dietary Se levels affect selenoprotein synthesis by altering mRNA abundance and Sec-incorporation efficiencies in a gene-specific manner with the stress-related selenoproteins being most responsive to changing Se status. In addition, adequate levels of Se are required to promote the expression of interferon-γ and IL-6, which are key mediators of immune system function and inflammation. Further studies will be required to determine if the observed effects on immune system pathways are mediated through alterations in selenoprotein synthesis, and to what extent Se-dependent changes in immune system function may account for the diversity of individual health effects attributed to dietary Se.

## Supplementary Files

Supplementary File 1

# Supplementary material for: Dietary Selenium Levels Affect Selenoprotein Expression and Support the Interferon-γ and IL-6 Immune Response Pathways in Mice
**Source:** Nutrients. 2015 Aug 6;7(8):6529–49. doi: 10.3390/nu7085297
**Supplement:** Supplementary File 1

Supplementary

**Table S1.** Primers used for measuring the mRNA levels by qPCR.

| **Target gene** | **Accession No.** | **Sequence** |
| --- | --- | --- |
| *Gapdh* | NM_008084 | fwd ATGTGTCCGTCGTGGATCT |
|  |  | rev GTTGAAGTCGCAGGAGACAA |
| *Gbp1* | NM_010259 | fwd GATTTCTCCCTGGATCTGGA |
|  |  | rev CACAGGCGAGGCATATTAAA |
| *Gbp2* | NM_010260.1 | fwd TGCACAGGCCAATTGAGAGT |
|  |  | rev GCTACCAGCAGGTTCCCTAA |
| *Gbp6* | NM_194336.2 | fwd CTCTGGGACCAGGTTGCTAT |
|  |  | rev TGGATGCTTGCATTCTGGGT |
| *Gbp7* | NM_145545.4 | fwd AATCCGGTGCAGGCTGGTTA |
|  |  | rev TGCTTTGGAGTTCACCCTCAG |
| *Gbp8* | NM_029509.4 | fwd GGACCAGATTCATCTACGTTGG |
|  |  | rev ATGGCTTCATGGTTCACGGA |
| *Tgtp1* | NM_011579.3 | fwd GTCACCACTGCTGAGCTTCT |
|  |  | rev TTCAGAGATGATTTTGCTTTCCC |
| *Igtp* | NM_018738.4 | fwd ATCGCTCTTCCCCACAGGAC |
|  |  | rev TACTCTCCTTCAGAACCTGCTCA |
| *Irgm1* | NM_008326.1 | fwd CCGGAGGACAGCAACGTTTT |
|  |  | rev ATACTCCTCAAACCCTGATCCA |
| *Iigp1* | NM_001146275.1 | fwd GATAAAGCAGGGGTGGGTCT |
|  |  | rev CAGGCAAGTGTGCATCAGAAA |
| *Irgm2* | NM_019440.3 | fwd TAAGGCTTCTGAGCAGGTTGC |
|  |  | rev TGGGAATGAATACAGCGTCGG |
| *Gpx1* | NM_008160 | fwd CAGGAGAATGGCAAGAATGA |
|  |  | rev GAAGGTAAAGAGCGGGTGAG |
| *Gpx2* | NM_030677 | fwd ATCAAACGGCTCCTCAAAGT |
|  |  | rev GGGACGATATTCAGGGAATG |
| *Gpx4* | NM_008162 | fwd GCAGGAGCCAGGAAGTAATC |
|  |  | rev GGCTGGACTTTCATCCATTT |
| *Sepw1* | NM_009156 | fwd TAGAGGCAGGGTCCTGAAAG |
|  |  | rev AATCCATCTCTGGCCTGACT |
| *Txnrd1* | NM_015762 | fwd CTACAGACCATTGCCTTGCT |
|  |  | rev ACCTCCTACCCACAAGATCC |
| *Sepp1* | NM_009155.3 | fwd ATCTTGGCAGCAGTAAGCCT |
|  |  | rev TCACTTGCTGTGGTGTCTCA |
| *Sephs2* | NM_009266 | fwd GATAGTGCCGTGGTAGGAGA |
|  |  | rev CTCTGGAAACCACCATCTTG |

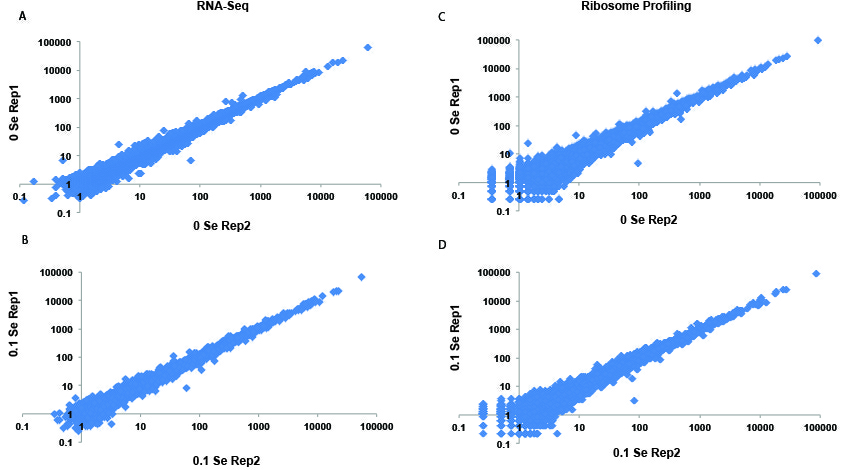

**Figure S1.** Correlation of biological replicates for RNA-Seq and ribosome profiling. Normalized mRNA CPM values (counts per million) generated by edgeR analysis were plotted on the X- and Y-axis for the 0 and 0.1 dietary Se groups for RNA-Seq (**A**) and (**B**) and ribosome profiling (**C)** and (**D**). *R*^2^ values were >0.99 for each biological group.

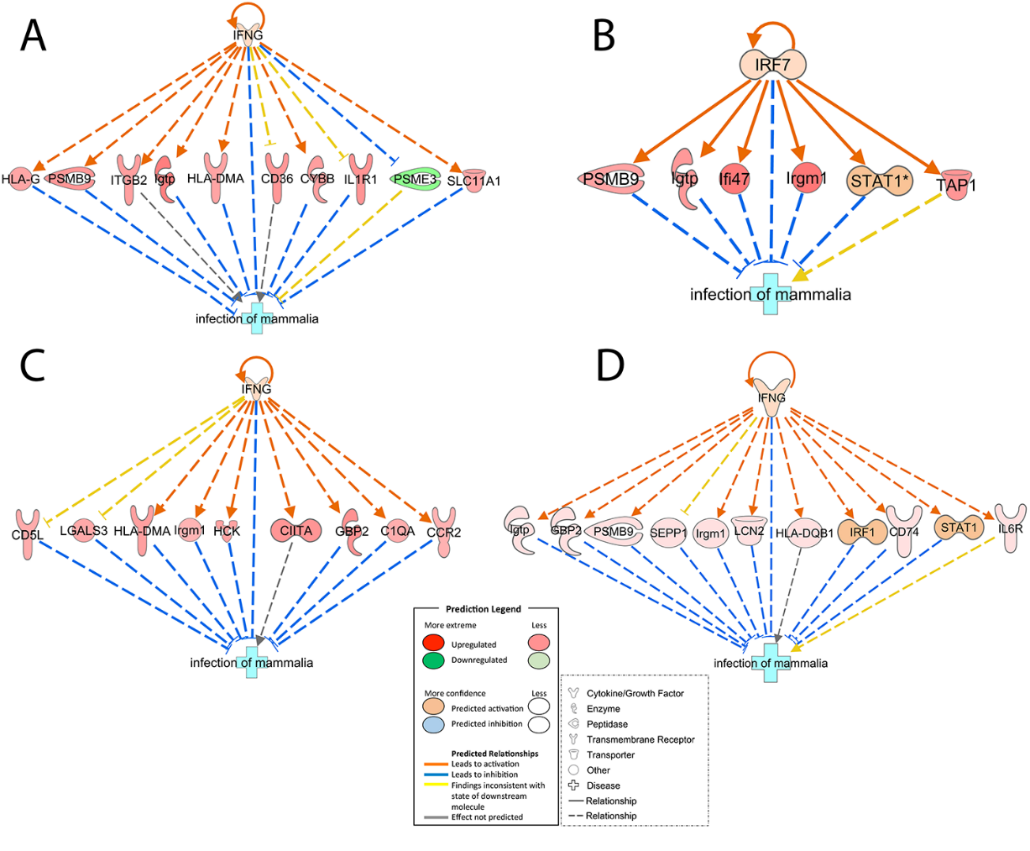

**Figure S2.** Interferon-γ-associated IPA Top Regulator Effect Networks in mice maintained on adequate Se diets compared to those maintained on deficient Se diets. IPA graphs are based on significant (*p* < 0.05) gene expression changes in (**A**) microarray analyses of liver tissue; (**B**) microarray analyses of lung tissue; (**C**) liver RNA-Seq analyses, and (**D**) liver ribosomal profiling analyses.

How the deposited data were processed for this re-analysis (not part of the article)

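Liver RNA of 2 mice fed the 0 Se diet and 2 mice fed the 0.1 Se diet was sequenced by the authors after removal of ribosomal RNA. The authors aligned the reads with Bowtie to the RefSeq mRNAs of mm9, 1 entry of the longest isoform for each gene, and counted unique alignments with up to 2 mismatches. The authors compared the diets with edgeR for genes with more than 1 CPM in at least 3 samples. The only processed data of the study used here are the authors' deposited results of that comparison. The log2 fold changes (0.1 Se over 0 Se) and the log2 mean CPM were made by the authors with edgeR before they were deposited, and are used as deposited. The p-values and the FDR were also made by the authors with edgeR and are used as deposited, the FDR being a Benjamini-Hochberg adjustment. The test that the authors used within edgeR, its version and its normalization are not given in the sources used here. The direction of the fold changes was taken from Table 1, whose RNA-Seq values they match. Lengths are those of the RefSeq mRNAs in bases.

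The tests planned before the data were examined assumed counts for each mouse, and the deposited results have 0 columns for single mice. The model of counts, set tests on gene lists, correlation of replicates, alternative normalizations, filters and tests, and the omission of each mouse in turn were therefore not run, and depth per mouse and spread between mice are not reported. Of the alternatives set beforehand, a threshold on the FDR with no fold threshold was run. The paper's own call rule was kept, an FDR under 0.05 and a change above 1.5-fold. The number of genes tested was taken as FDR times rank divided by p, which gave 11033. Of these the deposited results list 7000, and the 4033 others have p-values above the largest one listed. Fold changes, mean CPM in each diet, standard errors and 95% intervals were back-calculated from the deposited values. A standard error is the size of the log2 fold change divided by the normal deviate of the two-sided p-value. This is an approximation to the authors' test. It carries their pooled estimate of the spread between mice, so with 2 mice per diet the intervals rest on that pooling.

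A trend of the log2 fold change with mRNA length, and another with GC content, was fitted in 20 classes of genes with allowance for the missing large p-values, leaving out genes beyond 3 standard errors. The fitted shift was subtracted and the p-values were recomputed and adjusted, with unlisted genes counted as unchanged. The method was tested on simulated data of 11033 genes with 200 changed genes. With a simulated length trend, 92% of the changed genes were called after correction with 4 false calls, against 93% with 31 false calls uncorrected. In that simulation the rank correlation of length with the log2 fold change was -0.547 before correction and still -0.208 after it. The largest error of the fitted shift was 0.0259. Without a trend, 89.5% were called with 7 false calls. The simulated changes were drawn independently of length, with normal errors of known size. In the data the estimated share of unchanged genes was 0.819, and the called increases and decreases differed in length. The simulation therefore cannot show whether the correction also removes real changes that are linked to length. Coordinates, GC content and selenocysteine codons come from GENCODE vM1 on NCBIM37, the same assembly as mm9. Of the listed genes, 6934 were matched to it, 6773 by symbol and 161 by synonym, and 88.4% of these have a transcript within 10% of the listed length.

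The genes named in the text follow a rule set beforehand. It covers the selenoprotein genes of the alignment list, the RNA-Seq genes of Table 1, the interferon-regulated genes with qPCR primers or named in the results, Gapdh, the 10 called genes with the largest change in each direction, and, in the closing section, members of the gene lists. The rule asked in addition that the values of the mice of one diet all lie above those of the other, which could not be checked. The values in Table 1 and Figure 1C had been seen when the rule was written. The gene lists are the selenoprotein genes, the interferon-regulated qPCR genes, the Table 1 genes of each experiment, and further lists written from general knowledge. The further lists cover endoplasmic reticulum (chaperones and other genes), Kupffer cell, acute-phase, extracellular matrix, Nrf2 target, glucocorticoid-responsive and immediate early genes. They also cover evening and morning clock, lymphocyte, skeletal muscle, Y-linked and female-specific genes. Tallies of listed genes are given for all the lists. No enrichment was tested, because genes with large p-values are not in the deposited results.

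The alternatives added after the data were seen were an FDR under 0.01, a Bonferroni adjustment, an FDR scaled by the estimated share of unchanged genes, a test against a 1.5-fold change, a minimum mean of 5 CPM, and removal of the length trend or of the GC trend. Permutation tests of more than 10 values used 100000 permutations where enumeration was not complete. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. The microarray, ribosome profiling, qPCR and serum cytokine data, the pathway and Gene Ontology analyses and the correlation of replicates were not analysed here.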

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

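The tests of ribosomal protein and respiratory chain genes, of the scaling of the libraries, and of the share of Kupffer cells and hepatocytes were chosen only after the results were seen, and the removal of the length and GC trends, on which other tests here rest, was added after the data were seen. The paper does not report on mRNA length or on these lists of genes as such, although it names inflammation genes as a group and some members of the lists are in its Table 1.

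Across the 7000 listed genes, longer mRNAs tended to be lower and shorter mRNAs higher in 0.1 Se mice. The rank correlation of mRNA length with the log2 fold change was -0.426, and genes are not independent replicates. Of the shortest listed genes, up to 1122 bases, 92.0% were higher, and of the longest listed genes, from 6583 bases, 11.7% were. The 4033 tested genes with larger p-values are left out, which can exaggerate these percentages and the correlations given here. The fitted shifts allow for the missing genes. Several explanations are argued against. The correlation was at its weakest -0.393 within 3 equal groups of the genes by GC content and -0.377 within 3 equal groups by expression level. It was -0.420 without 187 ribosomal protein and respiratory chain genes. The fitted shifts of the longest and shortest genes differed by -0.40 on the log2 scale, which a single scaling factor for each library cannot give. With the genomic span held fixed the correlation with mRNA length was -0.319, and with the length of the 3' untranslated region held fixed the correlation with coding length was -0.324. A difference in RNA integrity or fragment size between the libraries of the diets remains open. The correlation with the length of the 3' untranslated region at fixed coding length was -0.220, and with no values for single libraries this explanation and an effect of the diet cannot be told apart.

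A list of 16 endoplasmic reticulum genes holds chaperones and also genes that are not chaperones, among them Derl3, Edem1, Sec61b and Xbp1. Of the 16 genes, 15 are listed, all higher in 0.1 Se mice, and 14 have an FDR under 0.05 in the authors' deposited table. Adjusted over the list alone, the count is also 14, and 7 are called. Creld2 was 2.91-fold higher (95% interval 2.42 to 3.51) and Hspa5 1.69-fold (1.41 to 2.01). Derl3 is in the RNA-Seq column of Table 1; of the 14 others, 13 pass the FDR. All 15 are expressed in these livers at a mean of 4.50 CPM or more. The median log2 fold change was 0.51. It was 0.57 after removal of the length trend and 0.50 after removal of the GC trend, which argues against either trend as the whole cause. The diet and any difference in handling between the mice were not separated, and no other explanation was tested.

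Of 24 acute-phase genes, 23 are listed, all higher in 0.1 Se mice. In the authors' deposited table 16 have an FDR under 0.05, 18 adjusted over the list alone, and 12 are called. Of these genes, 4 are in the RNA-Seq column of Table 1, and 12 of the 19 others pass the FDR. Apcs was 1.95-fold higher (1.56 to 2.42), whereas Serpina3n was at 1.11-fold (0.941 to 1.31). The median log2 fold change of 0.66 was 0.63 without the length trend and 0.64 without the GC trend, which argues against either as the whole cause. The counts include paralogs whose shared reads were not counted. The paper reports a significant increase of serum IL-6, which it counts among pro-inflammatory cytokines, on the Se-adequate diet. That increase is given as a mean per diet and was not analysed here. A biological response to the diet and an inflammation of single mice from another source both stay open, since values for single mice were not used here.

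Of 14 genes expressed in Kupffer cells, 12 are listed, all higher in 0.1 Se mice, and 12 have an FDR under 0.05 in the authors' deposited table, 12 adjusted over the list alone. None is in the RNA-Seq column of Table 1, and 2 are in its other liver columns. The most abundant, Mpeg1, rose from 153 to 285 CPM, and Clec4f from 151 to 208 CPM. The median log2 fold change of 0.72 was 0.64 without the length trend and 0.76 without the GC trend, which argues against either as the whole cause. A lower share of hepatocyte RNA would raise the genes of all other cells alike. The median of the matrix genes lay -1.13 from that of the Kupffer cell genes after removal of the length trend. This does not exclude a lower share, because a separate decrease of the matrix genes would give the same gap. Of 20 lymphocyte genes, the 3 listed were higher, with a median log2 fold change of 0.82 after that removal. None of the 3 passed the FDR. A candidate explanation is a larger share of Kupffer cells with no change in their expression, which predicts equal fold changes. Cochran's Q of the fold changes, with the back-calculated errors, gave p = 0.0515 by the chi-square distribution (n = 12 genes, 11 degrees of freedom). The test decides nothing, because it covers listed genes alone. Cd68 and Lyz2 are not listed, and leaving out genes with large p-values biases it toward equal fold changes. A larger share and a change of expression within these cells therefore cannot be told apart.

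Of 22 extracellular matrix genes, 21 are listed, all lower in 0.1 Se mice. In the authors' deposited table 8 have an FDR under 0.05, 13 adjusted over the list alone, and 8 are called. Hspg2 and Col1a1 are in the RNA-Seq column of Table 1, and 6 of the 19 others are called. Col3a1 was at 0.601-fold (0.499 to 0.723). Of the 21 genes, 18 are longer than the median of the listed genes. The median log2 fold change of -0.63 was -0.49 without the length trend and -0.62 without the GC trend, and 5 genes were called without the length trend. The trends are thus argued against as the whole cause, although the length trend may account for part of the decrease.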

How the results depend on the processing

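The alternatives in this part other than the FDR with no fold threshold were chosen only after the data were seen. That one alternative is among the choices made before the data were examined. No paired analysis was possible because the deposited results have no values for single mice and the mice of the diets are numbered apart. The alternatives set beforehand that need counts were not run: other normalizations, filters and tests, and the omission of each mouse. The set tests on the gene lists and the correlation of replicates cannot be computed, so their alternatives were not run either.

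With no fold threshold, 266 genes were called higher and 238 lower, 9 selenoprotein genes, 36 Table 1 genes and 9 interferon-regulated genes; the 2-fold counts keep their own threshold by construction. Removal of the length trend and of the GC trend are the only alternatives that change fold changes, and under them none of the 64 named genes reversed its direction. The other alternatives leave fold changes as they are by construction and say nothing about direction. The count of called selenoprotein genes stayed between 4 and 9.

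At an FDR under 0.01, 84 genes were called lower and 17 of the genes lower by 2-fold or more remained. With the Bonferroni adjustment, 82 genes were called higher and 24 lower, 44 and 7 at 2-fold or more, with 21 Table 1 genes and 4 interferon-regulated genes. The test against a 1.5-fold change called 21 higher and 2 lower, the same counts at 2-fold or more, with 16 Table 1 genes and 1 interferon-regulated gene. These 3 alternatives demand stronger evidence by construction. With a mean above 5 CPM, 48 genes were called higher and 14 lower at 2-fold or more, and 20 Table 1 genes, since genes with fewer reads were left out by construction. With the length trend removed, 97 genes were called lower, and 14 at 2-fold or more; beyond the subtraction of the trend, the cause was not tested. The FDR scaled by the share of unchanged genes gave 196 and 177 called genes, and removal of the GC trend 190 and 139, all within 1.5 times the reported counts. Of the 51 named genes called, the test against a 1.5-fold change lost 32, the Bonferroni adjustment 21, the minimum of 5 CPM 17, the FDR under 0.01 12, removal of the length trend 7 and removal of the GC trend 1, Ltbp3. The FDR scaled by the share of unchanged genes and the FDR with no fold threshold lost 0.

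Read depth limits the genes with few reads. For the 497 listed genes with a mean under 2 CPM, the median standard error was 0.386, and for the 931 genes above 100 CPM it was 0.129.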

Differences from the paper's values

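The 36 fold changes of the RNA-Seq column of Table 1 equal those converted from the authors' deposited log2 fold changes, to the last digit printed there. The match compares the authors' values with themselves and is no independent check. The 15 fold changes of Figure 1C were read by eye and were counted as different only where one value was more than 1.5 times the other, which none was. Under that limit there are smaller gaps, the widest in ratio for Sep15, at 1.33-fold here and the paper's about 1.2 in Figure 1C, read by eye. The selenoprotein values come from an alignment to all RefSeq mRNAs, and those of Figure 1C from a separate alignment.

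The paper gives a range for the most responsive selenoprotein mRNAs, and Sepw1, at 4.27-fold, lay above it, although its 95% interval of 3.44 to 5.32 includes the upper end of the range, whereas Selh, Gpx1 and Selk lay within it. The paper describes the other selenoprotein mRNAs as changed by less than its threshold. All 11 of the others listed lay under it, and 3 of them, Sep15, Sels and Sephs2, had an FDR under 0.05 in the authors' deposited table.

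The paper places guanylate binding proteins, Igtp and Irgm2 among the mRNAs raised the most, citing all columns of Table 1. In liver RNA-Seq, Gbp10 was 15th and Igtp 31st of the 188 called increases, and Irgm2 was 139th.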

Other observations

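The tests that rest on removal of the length trend were chosen only after the data were seen, since that removal was added then. Genes are not independent replicates in any of them.

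The interferon-regulated qPCR genes kept a median log2 fold change of 1.16 after removal of the length trend, and the 6 called selenoprotein genes one of 1.24, from 1.36. Both values argue against the length trend as the whole cause.

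The responses of the 17 listed selenoprotein mRNAs were unequal, and a range of 2.43 on the log2 scale was left after removal of the length trend, which argues against that trend as the whole cause. A candidate explanation is decay of mRNAs whose UGA-Sec codon lies more than 50 bases upstream of the last exon junction. The 11 such mRNAs had a mean log2 fold change of 0.77 and the 6 others 0.27, but the medians were 0.41 and 0.37, so the gap between the means is carried by a few genes. An exact permutation test, two-sided, gave p = 0.173 (0.256 after Benjamini-Hochberg adjustment over 2 tests). Another is the expression level, for which the rank correlation of the level in 0 Se mice with the log2 fold change was -0.292 and a two-sided permutation test gave p = 0.256. That level was back-calculated with the fold change, so a negative correlation is partly built in. The permutation test does not allow for this. With 17 genes, neither explanation is excluded and neither is shown.

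In 4 listed genes the back-calculated mean in one diet lay under 0.5 CPM: Lmod2, Bhlha15 and S100a8 in 0 Se mice and Lrrc4c in 0.1 Se mice. The last 2 were named after their values were seen. With more than 1 CPM in at least 3 of the 4 libraries, at least 1 mouse of each diet lies above 1 CPM, so the mean of a diet cannot lie under 0.5 CPM if the back-calculation is exact. Either the back-calculation is inexact for genes with few reads or the filter applied was another one, and which of these holds was not tested.

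Of the genes in the ribosome profiling columns of Table 1, all 17 listed increased genes were higher in RNA-Seq, 15 of them called, and all 17 listed decreased genes were lower, 8 of them called. Adjusted over the list alone, 16 and 14 pass, against 15 and 10 over all genes tested. The study chose these genes on its own liver data, so the counts over the list alone are not independent evidence. Of the liver microarray columns, 12 of 13 listed increased genes were higher, 9 called, and 10 of 11 listed decreased genes were lower, 5 called. Of the increased genes, C11orf31, Cyp2b6 and p15 were left out of the tally because the sources used here do not give a single mouse gene for these symbols. If C11orf31, a symbol in the human form, stands for Selh, which is called higher, the tally lacks that gene. Adjusted over the list alone, 11 and 8 pass, against 9 and 5. Of the lung microarray columns, all 14 listed increased genes were higher, 12 called, with 14 adjusted over the list alone against 13, whereas 16 of the 17 decreased genes are not listed and the 1 that is, Spon2, was higher, against the direction of the lung column, at 1.17-fold (95% interval 0.847 to 1.62), and was not called or past either adjustment.

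Of 15 listed Nrf2 target genes, 4 were higher and 11 lower, and Gsta2 alone was called, as lower. Adjusted over the list alone, 2 were higher and 5 lower, against 2 lower over all genes tested. Of 9 listed glucocorticoid-responsive genes, 8 were higher, and Fkbp5 and Zbtb16 were called, with 4 adjusted over the list alone against 2. Of 11 listed immediate early genes, 7 were lower, and Fos, Cyr61 and Jun were called, with 1 higher and 3 lower adjusted over the list alone against 3 lower. Of 6 listed evening clock genes 3 were higher, and Ciart alone was called, with 1 adjusted over the list alone against 1. None of 3 listed morning clock genes, 3 listed lymphocyte genes of 20, or 2 listed Y-linked genes was called or passed either adjustment. The female-specific gene was not listed, and Lmod2 was the 1 listed gene of 12 skeletal muscle genes, called and passing both adjustments.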
